# 3’Pool-seq: an optimized cost-efficient and scalable method of whole-transcriptome gene expression profiling

**DOI:** 10.1186/s12864-020-6478-3

**Published:** 2020-01-20

**Authors:** Gabriel Sholder, Thomas A. Lanz, Robert Moccia, Jie Quan, Estel Aparicio-Prat, Robert Stanton, Hualin S. Xi

**Keywords:** Next generation sequencing, RNA-seq, Transcriptomics, 3′-RNA sequencing, 3’Pool-seq, Differential gene expression

## Abstract

**Background:**

The advent of Next Generation Sequencing has allowed transcriptomes to be profiled with unprecedented accuracy, but the high costs of full-length mRNA sequencing have posed a limit on the accessibility and scalability of the technology. To address this, we developed 3’Pool-seq: a simple, cost-effective, and scalable RNA-seq method that focuses sequencing to the 3′-end of mRNA. We drew from aspects of SMART-seq, Drop-seq, and TruSeq to implement an easy workflow, and optimized parameters such as input RNA concentrations, tagmentation conditions, and read depth specifically for bulk-RNA.

**Results:**

Thorough optimization resulted in a protocol that takes less than 12 h to perform, does not require custom sequencing primers or instrumentation, and cuts over 90% of the costs associated with TruSeq, while still achieving accurate gene expression quantification (Pearson’s correlation coefficient with ERCC theoretical concentration r = 0.96) and differential gene detection (ROC analysis of 3’Pool-seq compared to TruSeq AUC = 0.921). The 3’Pool-seq dual indexing scheme was further adapted for a 96-well plate format, and ERCC spike-ins were used to correct for potential row or column pooling effects. Transcriptional profiling of troglitazone and pioglitazone treatments at multiple doses and time points in HepG2 cells was then used to show how 3’Pool-seq could distinguish the two molecules based on their molecular signatures.

**Conclusions:**

3’Pool-seq can accurately detect gene expression at a level that is on par with TruSeq, at one tenth of the total cost. Furthermore, its unprecedented TruSeq/Nextera hybrid indexing scheme and streamlined workflow can be applied in several different formats, including 96-well plates, which allows users to thoroughly evaluate biological systems under several conditions and timepoints. Care must be taken regarding experimental design and plate layout such that potential pooling effects can be accounted for and corrected. Lastly, further studies using multiple sets of ERCC spike-ins may be used to simulate differential gene expression in a system with known ground-state values.

## Background

Transcriptional profiling by RNA sequencing (RNA-seq) has proved to be a powerful tool for examining the effects of genetic and chemical perturbations on biological systems [1–5]. Typically, RNA-seq is carried out by purifying RNA and subjecting it to one of many commercial Next Generation Sequencing (NGS) preparation kits [6–8]. These kits create libraries that consist of fragmented cDNA with an average length of 300–500 bases, where each fragment is flanked with indexed adapters that are required for flow-cell binding inside the sequencer and subsequent sample demultiplexing. One of the most widely used kits for sequencing mRNA is TruSeq [6–8], which uses salt-catalyzed hydrolysis, random priming, and end repair/ligation to create sequence-ready libraries from bulk RNA [9]. Another is SMART-seq [10], which utilizes the template-switching activity of reverse transcriptase in conjunction with anchored oligo-dT primers to create and amplify full-length cDNA from as few as one cell. This product is subsequently fragmented and tagged with adapters in a transposase-mediated process called tagmentation [10, 11] to complete the library preparation process.

While the mechanistic details of these two methods differ, they both share the attribute of yielding NGS-compatible libraries that give full-length transcript data. Given the average mammalian transcript length of approximately 2700 bases [12], most transcripts will yield around six fragments that are all sequenced in parallel. As a result, full-length sequencing is able to give information about splice variants and sequence diversity [13, 14], although it yields redundant data if one’s main goal is to determine differential expression at the gene level.

Because the costs of full-length library preparation and sequencing often exceed $160 per sample, financial considerations are often limiting determinants regarding experiment design. As such, several groups have committed substantial resources towards developing more affordable, alternative RNA-seq library preparation methods. One alternative method of note is 3′-end sequencing [15], which preferentially amplifies and sequences only the 3′-end of RNA transcripts. Because each transcript contributes only one fragment for sequencing, approximately 5–6 times as many samples can be combined per sequencing run and yield the same relative read depth per gene as compared to full-length sequencing. While commercial 3’RNA-seq kits exist (for example, QuantSeq from Lexogen, Inc.) and do reduce sequencing costs, the protocols lack an early pooling step that decreases sample number and the preparation costs still exceed $25 per sample, making them unsuitable for large studies.

The utility of 3′ sequencing is clearly demonstrated by Drop-seq [16], a single-cell RNA-seq method that utilizes SMART-seq technology, bead-conjugated primers, and microfluidics to allow the user to amplify 3′-end fragments and maintain single-cell identity from over 30,000 cells at once. Although Drop-seq and its related microfluidics-based workflows are at the forefront of single-cell sequencing technology [17], their protocols have not been optimized for preparing libraries from bulk RNA in standard tube or plate format. Furthermore, the requirement of custom primers during sequencing makes them unfeasible for researchers who use NGS services that prohibit the use of non-standard sequencing primers, or who wish to share a sequencing run with other types of libraries. Recent studies have attempted to utilize 3’RNA-seq technology for plate-based transcriptomics profiling of bulk RNA [18, 19], but they require custom sequencing reagents and expensive instrumentation, and thorough benchmarking against standard RNA-seq protocols is either lacking or is shown to be suboptimal (see discussion).

Herein, benchmark RNA from wild-type and GFAP-IL6 mice along with ERCC RNA standards were utilized to design and optimize a process called 3’Pool-seq, which draws from aspects of SMART-seq, Drop-seq, and TruSeq, and does not require custom sequencing primers or instrumentation. 3’Pool-seq allows the user to create and sequence 3′-mRNA libraries in under a day for less than $15 per sample ($3 library preparation and $12 sequencing cost per sample), while still maintaining a standard of quality with regard to data generation and gene expression quantification that is on par with TruSeq. The robustness of 3’Pool-seq was further demonstrated with as little as 10 ng input RNA. This method was then applied in a plate-based fashion to profile the transcriptomic changes that occur when HepG2 cells are treated with PPARγ agonist drugs, and successfully distinguished troglitazone from pioglitazone by its unique transcriptomic signature corresponding to cytotoxicity.

## Results

### Design of 3’Pool-seq

A schematic representation of the 3’Pool-seq method for gene expression quantification is depicted in Fig. 1. Total RNA from each input sample is first reverse-transcribed into cDNA using an anchored oligo-dT primer with an indexed TruSeq i7 adapter overhang. These indices serve as 3′-end barcodes for the individual samples. The same Template Switching Oligo that is used in SMART-seq is added to the reaction to provide a handle at the 3′-end of the cDNA to allow full-length cDNA amplification. However, in contrast to the standard SMART-seq protocol, cDNA samples with unique 3′-end barcodes are pooled immediately after the first strand cDNA synthesis. Subsequent library preparation steps (cDNA amplification, Nextera tagmentation, 3′-end cDNA fragment amplification) are then carried out on the sample pools, drastically reducing the time and reagent costs for downstream library preparation steps while also minimizing the technical variability among samples. Furthermore, since the 3’Pool-seq protocol uses oligo-dT primers linked to standard indexed TruSeq i7 adaptors (unlike the custom adapter primer sequences used in Drop-seq), the resulting 3′-end cDNA fragments can be easily PCR-amplified using standard TruSeq i7 and Nextera i5 primer reagents. The use of indexed Nextera i5 adapter primers for 3′-end cDNA fragment amplification also enables further barcoding and multiplexing of multiple sample pools into a superpool. The final sequencing library product is a dual indexed hybrid Nextera/Truseq library that maintains strand orientation, with 3′-end cDNA fragments flanked by an indexed Nextera i5 adapter and an indexed TruSeq i7 adapter, and an average length of 550 basepairs. The indices on the Nextera i5 adapter therefore serve as the pool barcode, and indices on the TruSeq i7 adapter serve as the sample barcode within a pool. This early pooling and dual-indexed multiplexing scheme reduces the number of individual sample preparations needed and cuts down the cost and time for library preparation. Furthermore, since 3’Pool-seq uses the 3′-end fragments to quantify transcript abundance, fewer sequencing reads are needed per sample, further reducing the sequencing cost.

**Fig. 1:**
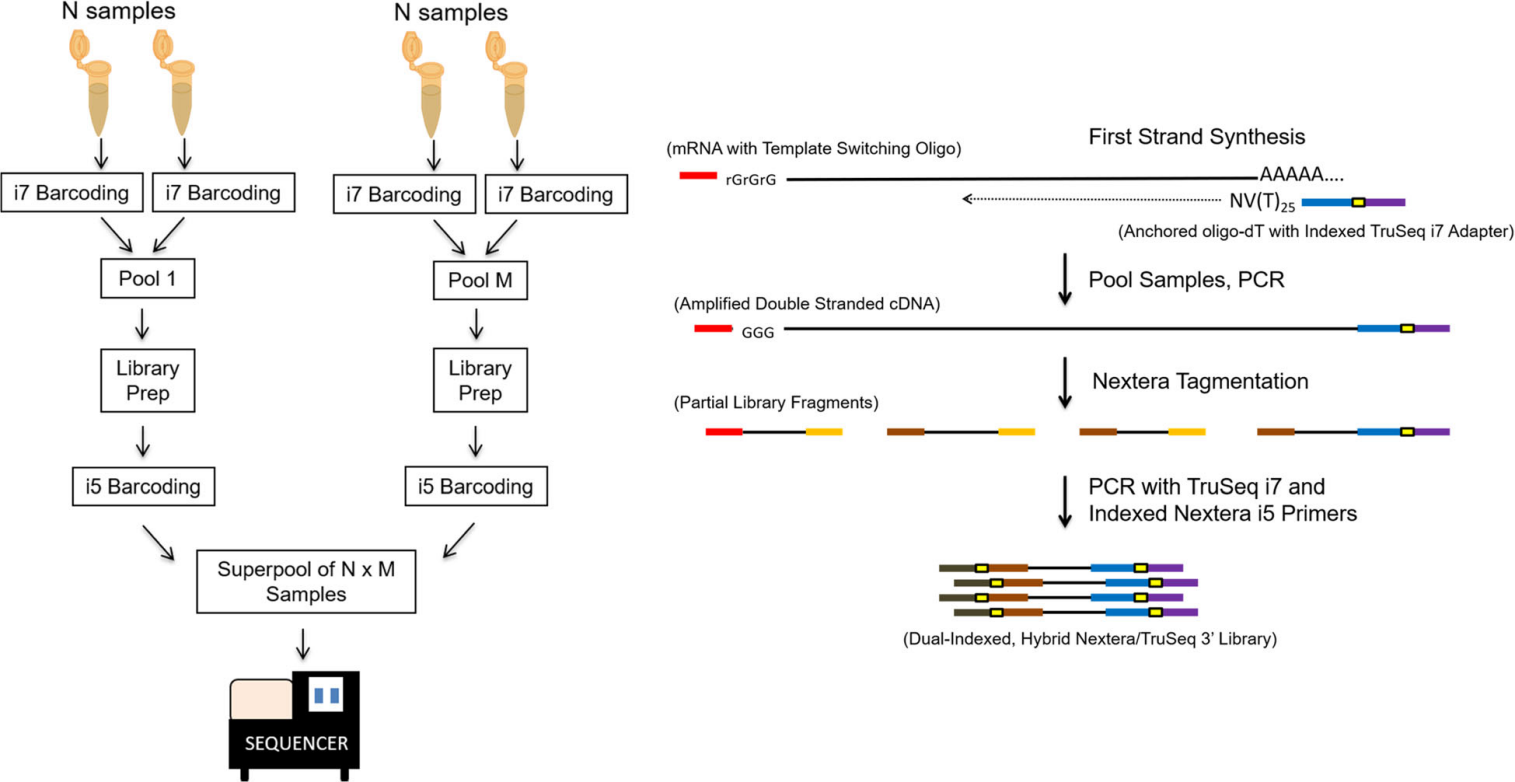
A schematic representation of the 3’Pool-seq protocol. The use of anchored oligo-dT primers with standard indexed TruSeq i7 adapter overhangs for first strand synthesis allows immediate pooling of multiple samples after reverse transcription. Within a pool, each sample can be uniquely identified by the TruSeq i7 index. Once pooled, purification, PCR, and Nextera tagmentation reagents are used to generate cDNA fragments. A second PCR step using standard TruSeq i7 and indexed Nextera i5 adapters allows selective amplification of only 3′-end cDNA fragments and barcoding of each sample pool with a standard Nextera i5 index. The final product is a dual-indexed hybrid Nextera/TruSeq 3′-library where the i5 Nextera index serves as the pool index, and the i7 TruSeq index serves as the sample index within a pool. Multiple indexed library pools can be further quantified and combined in equal proportions into a superpool for sequencing

### Gene expression quantification using 3’Pool-seq

The performance of 3’Pool-seq was first assessed in terms of its accuracy, sensitivity, and reproducibility in quantifying gene expression. 

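Frontal cortex RNA of 3 WT and 3 homozygous GFAP-IL6 mice, all 3 months old, went into 24 3'Pool-seq libraries, 4 from each mouse. The GFAP-IL6 line carries a transgene that expresses Il6 in astrocytes. The libraries form 4 sets of 6, with 1 library per mouse in each set. Sets A and B were each made with 2 ng and with 1 ng of amplified cDNA in the tagmentation reaction, and the labels do not say what separates set A from set B. The authors trimmed polyA stretches from the reads, aligned the reads to mm10 with STAR and counted those on the genes of GENCODE vM6 with featureCounts. They deposited the number of reads counted on each of 33000 genes in each library, without normalization. ERCC transcripts are not among these genes, and neither the spike-ins nor the TruSeq libraries are analysed here. The 4 libraries of a mouse come from the same RNA, so the mouse was taken as the replicate, with n = 3 mice per genotype. Genotypes were compared within each set, and again after the counts of the 4 libraries of each mouse had been summed. Differential expression was tested with edgeR's quasi-likelihood test on genes that passed its filter on low counts, after TMM scaling for library size. A gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.05 together with an absolute log2 fold change above 1. Expression values are CPM, the counts of a gene scaled to the total of its library, and for single genes named with a value the library totals were first multiplied by their TMM factors.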

Sequencing libraries were generated using 3’Pool-seq and TruSeq from total RNAs purified from brain cortical samples of three wild-type (WT) C57BL/6 mice and three GFAP-IL6 mice [20]. The GFAP-IL6 mouse is a model that we and others have utilized to study the role of neuroinflammation in neurological and psychiatric disorders [21]. 

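Between 1524165 and 12256374 reads per library were counted on genes, with a mean of 4706062 ± 2687917 (SD, 24 libraries of 6 mice). The median was 3908170 in the 12 WT libraries and 4829010 in the 12 GFAP-IL6 libraries. Mean totals were 3952706 ± 2297326 (SD, n = 6 mice) with 2 ng of cDNA in set A and 3911194 ± 2225746 (SD, n = 6) with 2 ng in set B. With 1 ng they were 4743209 ± 2658899 (SD, n = 6) in set A and 6217138 ± 3428152 (SD, n = 6) in set B. Protein-coding genes took 90.7% ± 1.30 (SD, 24 libraries) of the counts. The gene with the most counts in every library was the mitochondrial rRNA gene mt-Rnr2, with between 2.93% and 6.07% of the counts. The 10 genes with the most counts together took between 12.27% and 16.39%.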

For 3’Pool-seq, on average, 6.4 million 75 base-pair single-end sequencing reads were generated for each sample. Reads were then trimmed for polyA at the 3′-end in case sequencing extended into the polyA tails. After trimming, reads were aligned to the reference genome. Those reads uniquely aligned and mapped to gene feature regions were counted (See Methods for details). 

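Genes with more than 1 CPM numbered 13571.8 ± 178.785 per library (SD, n = 6 mice) with 2 ng of cDNA in set A and 13644.8 ± 235.162 (SD, n = 6) in set B. With 1 ng there were 13478 ± 194.134 genes (SD, n = 6) in set A and 13522 ± 140.237 (SD, n = 6) in set B. In set A, the library made with 2 ng had on average 93.8 more genes than the 1 ng library of the same mouse (SD of the difference 147, n = 6). This difference was positive in 4 of 6 mice and was not larger than the spread between mice (exact paired permutation test over 64 sign flips, two-sided p = 0.219, Benjamini-Hochberg adjusted p = 0.344). In set B, the 2 ng libraries had on average 122.8 more genes (SD of the difference 256, n = 6), with more genes in 3 of 6 mice (the same exact test, two-sided p = 0.344, and 0.344 after Benjamini-Hochberg adjustment over both comparisons). With at least 5 counts as the definition, the mean difference between 2 ng and 1 ng was -269 genes in set A and -726.3 genes in set B, with fewer genes at 2 ng in 6 of 6 mice in each set (exact paired permutation test, two-sided p = 0.03125 each). The 2 ng library had the smaller total in every mouse of each set. A cutoff in counts thus favours the 1 ng library by depth, and the test with it cannot judge the cDNA amount. With every library down-sampled to the smallest total the mean difference was 54.7 genes in set A and 62.7 in set B, with more genes at 2 ng in 6 of 6 mice in each set (exact paired permutation test, two-sided p = 0.03125 each, the smallest p for 6 pairs). Libraries of an amount and set may share a tagmentation reaction, so these p-values do not cover variation between reactions.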

A side-by-side comparison of the alignment and gene feature mapping metrics between 3’Pool-seq and TruSeq samples are shown in Table 1. The majority of the 3’Pool-seq reads (87% of total reads) can be mapped to the reference genome, comparable to mapping rates for TruSeq samples (94%). The percentage of uniquely mapped reads for 3’Pool-seq (72%) is slightly lower than Truseq (87%), likely reflecting the higher sequence similarity at the 3′-end of mRNAs. Only 2% of reads were assigned to rRNAs, indicating the oligo-dT primed reverse transcription procedure is efficient in avoiding rRNA contamination. 

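The annotation lists 354 genes as rRNA, and they held between 45 and 733 counts per library. Only uniquely aligned reads were counted, so rRNA reads that align to several places or outside these genes are not in these values. With 2 ng of cDNA these genes took 0.00227% ± 0.000491 of the counts (SD, n = 6 mice) in set A and 0.00340% ± 0.00117 (SD, n = 6) in set B. With 1 ng the share was 0.00842% ± 0.00166 (SD, n = 6) in set A and 0.00750% ± 0.00148 (SD, n = 6) in set B. The share was higher with 1 ng in 6 of 6 mice in each set, on average 3.74 times as high in set A and 2.28 times as high in set B (exact paired permutation test, two-sided p = 0.03125 in each set, the smallest p that 6 pairs allow). The 2 mitochondrial rRNA genes took a larger share, 4.97% ± 0.976 (SD, n = 6) with 2 ng and 6.03% ± 1.04 (SD, n = 6) with 1 ng in set A. In set B they took 4.69% ± 0.966 (SD, n = 6) with 2 ng and 5.65% ± 1.02 (SD, n = 6) with 1 ng. Their share was also higher with 1 ng in 6 of 6 mice in each set, by a factor of 1.22 in set A and 1.21 in set B (the same exact test, two-sided p = 0.03125 in each set). These 4 comparisons were chosen after the shares were seen. Each keeps p = 0.03125 after Benjamini-Hochberg adjustment of the exact p-values, which cannot change them since all 4 are equal. Libraries of an amount and set may share a tagmentation reaction, so these p-values do not cover variation between reactions. From the low share of reads on rRNA, the paper concludes that reverse transcription primed with oligo-dT is efficient in avoiding rRNA.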

As expected, a higher percentage (42 ± 0.7%) of the 3’Pool-seq reads were mapped to 3′ Untranslated Regions (UTR). 

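Apoe (ENSMUSG00000002985.13) lies on the minus strand of chromosome 7 of mm10 from 19696109 to 19699188 and has 4 exons. Its last exon spans 19696109 to 19697103, of which 19696109 to 19696382 (274 nt) is 3' UTR. Between 7229 and 81494 reads per library were counted on Apoe, with a median of 22399.5 over the 24 libraries. The counts cover the whole gene, so the position of reads within it is not analysed here. Apoe reached 4981 ± 232 CPM (SD, n = 3 mice) in WT and 6183 ± 552 CPM (SD, n = 3) in GFAP-IL6 mice after summing the libraries of each mouse. Its log2 fold change was 0.31 (standard error 0.0887), with an adjusted p of 0.129 in edgeR's quasi-likelihood test, and it was not a DEG. With the DESeq2 Wald test the adjusted p was 0.0288, and over all alternatives of edgeR, DESeq2 and limma-voom the adjusted p ranged from 0.00112 to 0.666 and the log2 fold change from 0.24 to 0.37, which is under the threshold for a DEG. Within the 4 sets the log2 fold change lay between 0.30 and 0.34. Every GFAP-IL6 mouse was above every WT mouse (exact permutation test, two-sided p = 0.1, the smallest p that 3 mice against 3 allow).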

As an example, the read distribution in the genomic region around the *Apoe* gene is shown in Fig. 2a. 3’Pool-seq gave a single peak at the last exon of the *Apoe* gene covering the 3’UTR and the 3′-end of the protein coding region while Truseq reads were mapped throughout the gene body. The distribution of reads for the top 1000 most abundant genes is also highly biased towards to 3′-end of the gene body as expected for 3’Pool-seq (Fig. 2f). 

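Table S1 splits the counted reads of each mouse into gene types. All 60 values it gives for the 6 mice equal the sums over the genes of that type in the libraries made with 2 ng of cDNA in set A. For the other sets, 1 of 60 values is equal in 2 ng set B and 0 of 60 in each of the 1 ng sets. The paper's input reads in Table S1 range from 2799385 to 12769372 per mouse, and its uniquely aligned reads from 1794503 to 9581633. The reads counted on genes in 2 ng set A were 61.1% ± 3.51 (SD, n = 6 mice) of the paper's input reads and 84.3% ± 0.928 (SD, n = 6) of its uniquely aligned reads.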

A more detailed list of sequence counts on a per-sample basis can be found in Additional file 2: Table S1.

**Table 1:** Sequencing and mapping quality metrics comparison between 3’Pool-seq and TrusSeq. Shown in the table are the mean and standard deviation of the different quality metrics

Quality Metrics	3’Pool-seq	mRNA TruSeq
# of samples	6	6
Reads per sample (Millions)	6.4 ± 3.6	33 ± 10.4
Number Uniquely Mapped Reads (Millions)	4.7 ± 2.7	28.7 ± 8.7
% mapped reads	87.2 ± 2	94.4 ± 1.9
% Uniquely mapped reads	72 ± 4	87 ± 1
% coding reads	24 ± 0.8	36 ± 2
% UTR reads	42 ± 0.7	34 ± 0.2
% rRNA reads (× 10^-5)	2 ± 0.4	19.8 ± 8
% non-mRNA reads	31 ± 2	28 ± 3
# of genes detected (TPM >1)	13,571 ± 179	14,135 ± 211
ERCC correlation with theoretical concentrations (r2)	0.93 ± 0.01	0.87 ± 0.03
ERCC pairwise correlation between samples (r2)	0.97 ± 0.01	0.95 ± 0.01

**Fig. 2:**
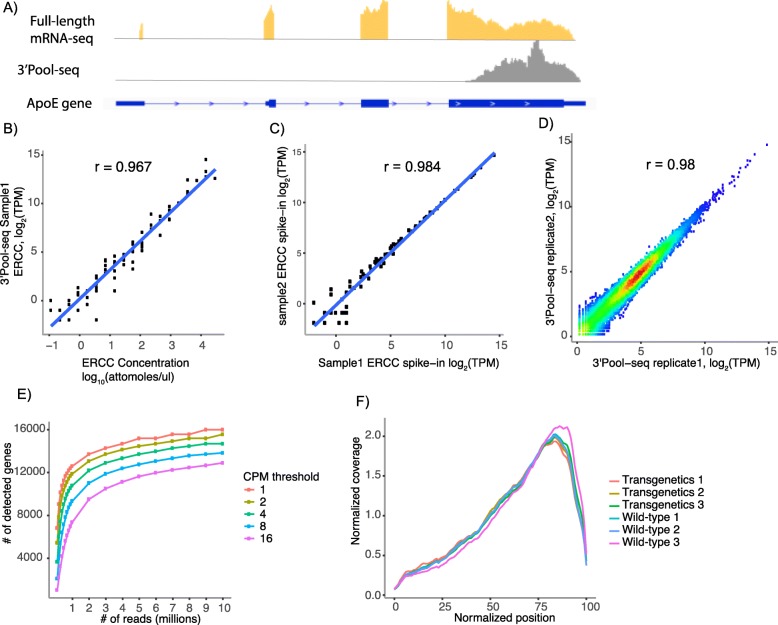
3’Pool-seq provides robust and reproducible gene expression quantification. **a** Read distribution from full-length mRNA-seq (Truseq) and 3’Pool-seq in the *ApoE* gene region. Reads generated using 3’Pool-seq are mapped preferentially towards the 3′-end of the gene. **b** Correlation of the abundance levels of ERCC spike-ins between 3’Pool-seq quantifications and actual pre-mixed concentrations. **c** Correlation of the abundance levels of ERCC spike-ins between 3’Pool-seq replicates. **d** Correlation of gene expression values (log_2_TPM) between 3’Pool-seq replicates. **e** Number of genes detected with different minimal abundance thresholds at increasing read depths (i.e. total number of reads uniquely aligned to gene features). **f** Distribution of 3’Pool-seq reads is skewed towards the 3′-end of the gene body as expected. Normalized positions 0 and 100 correspond to 5′-end and 3′-end of genes, respectively

To assess the accuracy of gene expression quantification, an ERCC spike-in mix of 92 synthetic mRNAs with pre-determined concentrations was added to the input total RNA samples prior to library preparation. 3’Pool-seq derived expression values were then compared to theoretical ERCC spike-in concentrations. An average Pearson correlation coefficient r of 0.968 was observed, indicating gene expression quantification from 3’Pool-seq is highly accurate (Table 1). A correlation plot between observed and theoretical ERCC levels in one representative sample is shown in Fig. 2b. An excellent correlation of ERCC quantification between sample replicates (average Pearson’s correlation coefficient r = 0.984, example shown in Fig. 2c) was also observed. It is worth noting that for both ERCC metrics, 3’Pool-seq outperformed TruSeq slightly (Table 1). In addition, a strong correlation between samples was also observed for the expression levels of all genes, as shown in the example in Fig. 2d (Pearson’s correlation coefficient r = 0.98). 

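Correlations were computed on log2 CPM with a pseudocount of 1, across the 20629 genes with at least 1 count in any library. They are across genes, which are not independent replicates, so no p-value is given. Between set A and set B of the same mouse and cDNA amount, Pearson's r averaged 0.986 ± 0.00595 (SD, 12 library pairs), with a range from 0.975 to 0.995. For the pairs with 2 ng of cDNA the mean was 0.984 (6 pairs), and for those with 1 ng it was 0.988 (6 pairs). Between 2 ng and 1 ng libraries of the same mouse and set, r averaged 0.987 ± 0.00521 (SD, 12 pairs). Different mice of the same genotype had a mean r of 0.986 ± 0.00379 within a set (SD, 24 pairs), and mice of different genotypes had 0.984 ± 0.00384 (SD, 36 pairs). The means for libraries of the same mouse and of different mice of a genotype differ by less than the SD between pairs. Pairs of the same mouse differ in the set letter or the cDNA amount, whereas pairs of different mice share both. The likeness of libraries of a mouse therefore cannot be judged from this comparison. A pseudocount of 0.1 moved the correlation between sets A and B most, to 0.967.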

To assess the sensitivity of 3’Pool-seq at different sequencing depths, we down-sampled reads gradually from 10 million uniquely mapped reads to half a million uniquely mapped reads and assessed how many genes can be detected at different abundance thresholds (Fig. 2e). 

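Counts were thinned at random without replacement, after the libraries of each mouse had been summed. The summed totals ranged from 7852743 to 37582644 counts, and 4 of the 6 mice held 10000000 or more. In these 4 mice, 13548.5 ± 132 genes (SD, n = 4) had more than 1 CPM at 10000000 counts. At 4000000 counts 99.1% of that number passed, and at 2000000 counts 97.8% did, or 13256.8 ± 120 genes (SD, n = 4). The number was 12880.2 ± 113 (SD, n = 4) at 1000000 counts and 13280.2 ± 140 (SD, n = 4) at 500000 counts. At 500000 counts a single read gives more than 1 CPM, whereas at 1000000 counts 2 reads are needed. Genes with any count at all fell from 17475.8 at 10000000 counts to 15415.2 at 2000000 counts and 14395 at 1000000 counts, which is 88.2% and 82.4% of the number at 10000000 counts. At 500000 counts 76.0% of them were left. With more than 16 CPM, 7460.5 genes passed at 2000000 counts and 7512.5 at 10000000 counts. A threshold set as a number of counts in place of CPM was chosen after seeing the data, and at least 16 counts were reached by 9629.75 genes at 2000000 counts and 12916 at 10000000 counts. Thinning each library on its own in place of the sum gave a mean of 12827.8 genes with more than 1 CPM at 1000000 counts, against 12861.8 for the sums of all 6 mice.

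**Figure D1:**
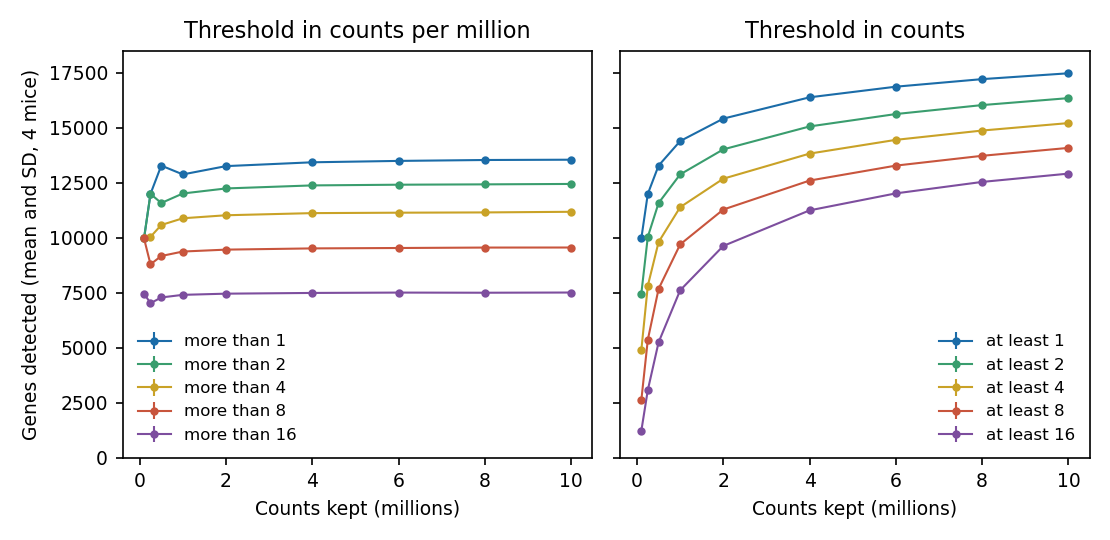
Number of genes detected (vertical axis, mean and SD over 4 mice) against the counts kept per mouse (horizontal axis), with thresholds from 1 to 16 set in CPM on the left and in counts on the right. With thresholds in counts the genes with at least 1 count rise to 17475.8 at the highest depth, while genes with more than 16 CPM go from 7460.5 at 2000000 counts to 7512.5 at 10000000 counts.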

While the number of genes detected generally decreases as the number of uniquely mapped reads is reduced, the inflection point appears to be at around 1 to 2 million uniquely mapped reads, where the number of genes detected reduces rapidly with continued down-sampling. This suggests that ~ 2 million uniquely mapped reads would be minimally recommended for 3’Pool-seq. These performance metrics, taken together, indicate that 3’Pool-seq is highly accurate, reproducible, and sensitive in gene expression quantification.

### Performance of 3’Pool-seq in detecting differential gene expression

Transcriptional profiling experiments are often designed to study differential expression patterns between conditions ([4, 5] as examples). 

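Between GFAP-IL6 and WT mice, edgeR called 83 DEGs in 2 ng set A, all higher in GFAP-IL6 mice, among 12190 genes tested. In 2 ng set B it called 91 of 12233 genes, in 1 ng set A 96 of 12407 and in 1 ng set B 98 of 12974. After summing the libraries of each mouse there were 180 DEGs among 14621 genes, 176 of them higher in GFAP-IL6 mice. The stricter filter of at least 10 counts in every library moved the count in 2 ng set A most, from 83 to 40. With the DESeq2 Wald test, the 4 sets had 65, 66, 88 and 87 DEGs in the same order and the summed libraries 186. The 4 sets shared 48 DEGs in edgeR, and 149 genes were DEGs in at least 1 set. Gfap (ENSMUSG00000020932.12), the astrocyte gene whose promoter drives the transgene, lies on chromosome 11 from 102887336 to 102900912. It rose from 19.9 ± 3.83 CPM (SD, n = 3 mice) in WT to 109.7 ± 33.5 CPM (SD, n = 3) in GFAP-IL6 mice. The log2 fold change was 2.44 (standard error 0.185, adjusted p = 1.59e-06 from edgeR's quasi-likelihood test), and within the sets it lay between 2.42 and 2.50. The last exon of Gfap, from 102887336 to 102888721, is overlapped on the other strand by Gm26668. Il6 (ENSMUSG00000025746.9) lies on chromosome 5 from 30013114 to 30019981. It had 0.142 ± 0.132 CPM (SD, n = 3) in WT and 2.99 ± 1.33 CPM (SD, n = 3) in GFAP-IL6 mice, with 0 to 5 summed counts per WT mouse and 30 to 163 per GFAP-IL6 mouse. Its log2 fold change was 4.06 (standard error 0.572, adjusted p = 0.000783 from edgeR's quasi-likelihood test). Il6 had 3 counts or fewer in 13 of 24 libraries, and only the summed counts passed the filter for testing. For Gfap and for Il6 every GFAP-IL6 mouse was above every WT mouse (exact permutation test, two-sided p = 0.1 each, the smallest p for groups of 3).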

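The 6 genes with the largest change among the 48 DEGs shared by the 4 sets, ranked on the summed counts, were all higher in 3 of 3 GFAP-IL6 mice than in every WT mouse. Scgb3a1 (ENSMUSG00000064057.10, chromosome 11, 49663610 to 49665118) rose from 4.98 ± 0.821 to 100.2 ± 26.5 CPM (SD, n = 3 mice per genotype), a log2 fold change of 4.29 (standard error 0.194, adjusted p = 6.37e-09, edgeR). Fam187a (ENSMUSG00000075510.3, chromosome 11, 102885169 to 102886731) rose from 1.04 ± 0.465 to 15.2 ± 4.01 CPM, a log2 fold change of 3.97 (standard error 0.294, adjusted p = 1.41e-06, edgeR). Fam187a overlaps Ccdc103 and Gm26668 on the same strand, and it had 3 counts or fewer in 7 of 24 libraries. Its 3' end lies close to that of Gfap, which is on the other strand and is also overlapped by Gm26668. The paper does not give the strand setting of the counting. Whether the change of Fam187a is independent of that of Gfap was not tested. Ccl8 (ENSMUSG00000009185.2, chromosome 11, 82115185 to 82116799) rose from 0.610 ± 0.0968 to 9.07 ± 0.969 CPM, a log2 fold change of 3.91 (standard error 0.2555, adjusted p = 4.16e-07, edgeR), with 3 counts or fewer in 11 libraries. Fcgr4 (ENSMUSG00000059089.4, chromosome 1, 171018920 to 171029761) rose from 0.707 ± 0.2996 to 9.42 ± 1.79 CPM, a log2 fold change of 3.90 (standard error 0.287, adjusted p = 1.41e-06, edgeR), with 3 counts or fewer in 10 libraries. Ccl12 (ENSMUSG00000035352.3, chromosome 11, 82101845 to 82103400) rose from 6.41 ± 0.403 to 89.3 ± 10.4 CPM, a log2 fold change of 3.81 (standard error 0.125, adjusted p = 1.2e-10, edgeR). C4b (ENSMUSG00000073418.4, chromosome 17, 34728380 to 34743882) rose from 4.60 ± 0.366 to 57.4 ± 18.7 CPM, a log2 fold change of 3.64 (standard error 0.214, adjusted p = 1.15e-07, edgeR). C4b has a near-identical copy, C4a, and had 3 counts or fewer in 1 library.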

To assess the ability of 3’Pool-seq to detect differentially expressed genes (DEGs) it was benchmarked against the TruSeq protocol. In total, 194 differentially expressed genes (FDR qvalue< 0.05, absolute log_2_ (Fold-Change) > 1) were identified by TruSeq when comparing GFAP-IL6 transgenic animals to wild-type animals. DEGs are primarily up-regulated genes related to neuroinflammation pathways induced by the expression of pro-inflammatory cytokine IL6. With these DEGs identified from TruSeq, we constructed a Receiver Operating Characteristics (ROC) analysis to assess the recall rate of TruSeq DEGs by 3’Pool-seq where genes were ranked by their differential expression *p*-value. We also conducted two separate 3’Pool-seq library preparations on the same set of samples to assess the technical reproducibility of 3’Pool-seq. Overall, the two technical replicate experiments performed similarly in the ROC analysis with high recall rates for the TruSeq DEGs (average AUC = 0.921, Fig. 3a). In addition, the effect size of the DEGs (i.e. expression fold changes between GFAP-IL6 and wild-type animals) quantified by 3’Pool-seq and TruSeq are correlated with a Pearson’s correlation coefficient r = 0.654 (Fig. 3b).

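The labels do not say whether sets A and B are the pair of library preparations, and the recall of TruSeq DEGs is not analysed here. With 3'Pool-seq sets in the place of TruSeq, the p-value ranking of one set recovered the DEGs of another with a mean area under the curve of 0.968 ± 0.0176 (SD, 12 ordered pairs of sets, range 0.932 to 0.994). These areas rank 20629 genes, and genes without a p-value in the ranking set come last. On genes tested in both sets only, a choice made after seeing the data, the mean was 0.989 (range 0.980 to 0.995). The 4 ordered pairs of sets A and B with the same cDNA amount had a mean of 0.964 over all ranked genes. The same mice are in every set, so these areas measure technical repeats only. Of the 83 DEGs of 2 ng set A, 57 (68.7%) were also DEGs in 2 ng set B, and of the 96 DEGs of 1 ng set A, 71 (73.96%) were also DEGs in 1 ng set B. The log2 fold changes of set A and set B were correlated across the DEGs of set A with Pearson's r = 0.857 with 2 ng (Spearman's rho 0.732, 80 genes tested in both sets) and r = 0.874 with 1 ng (rho 0.731, 96 genes). All 80 and all 96 genes changed in the same direction in both sets. Across all genes tested in both sets, r was 0.561 with 2 ng and 0.531 with 1 ng. Genes are not independent replicates, so these correlations carry no p-value. From its ROC analysis, the paper states that the technical replicate experiments performed similarly.

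**Figure D2:**
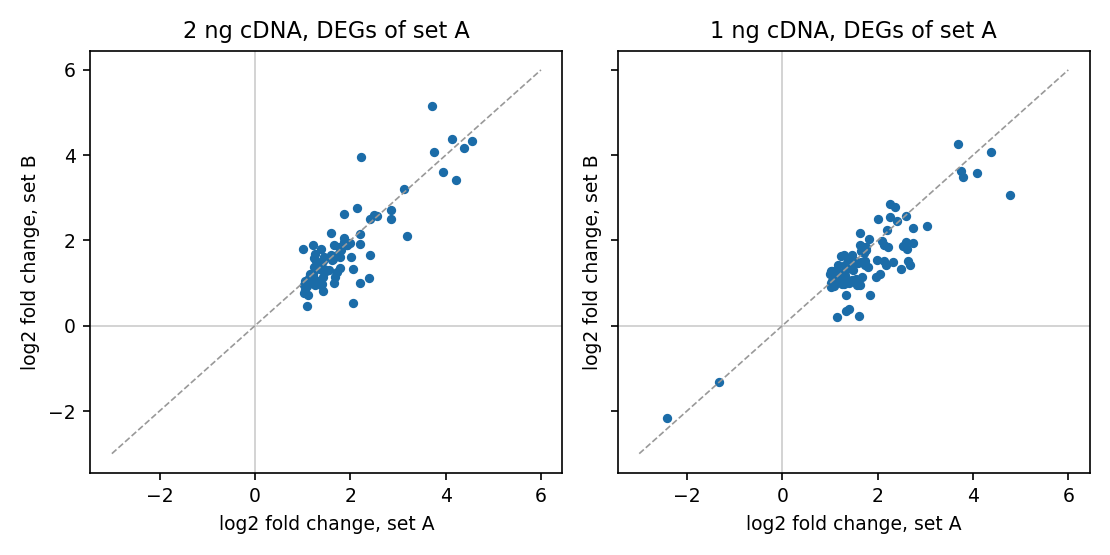
Log2 fold change between GFAP-IL6 and WT mice in set B (vertical axis) against set A (horizontal axis) for the DEGs of set A, each point a gene, with 2 ng (left) and 1 ng (right) of cDNA and a dashed line where both are equal. The 80 genes with 2 ng and the 96 genes with 1 ng lie on the same side of 0 in both sets.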

**Fig. 3:**
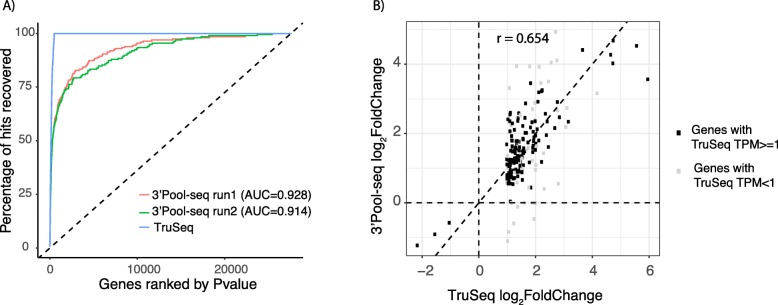
Performance of 3’Pool-seq in detecting differential expressed genes. **a** Differentially expressed genes identified by TruSeq (FDR q-value< 0.05, absolute log_2_(Fold-Change) > 1) were used as the “true DE genes”. **b** Correlation of the log_2_(Fold-Change) quantified by 3’Pool-seq and TruSeq for DE genes identified by the TruSeq protocol

### Robustness of 3’Pool-seq in low-input samples

Full-length RNA-seq library preparation protocols such as TruSeq often have a minimal requirement of 100-200 ng input total RNA, limiting their utility in studies with scarce sample quantity. Here, the performance of 3’Pool-seq was tested with different input amounts of total RNA, ranging from 0.5 ng to 50 ng. As shown in Fig. 4a, in general more genes can be detected (TPM > 1) as the amount of RNA input increases but the number of genes detected starts to saturate at around 10 ng of RNA input, with a total number of 13,125 genes detected on average. Similarly, stronger gene expression correlations were observed among replicates when higher amounts of RNA inputs were used (Fig. 4b). High global gene expression correlations among replicates (Pearson correlation coefficient r > 0.96) were observed even when as little as 10 ng total RNA inputs were used. In addition, the DEGs detected are comparable between the 10 ng and 50 ng total RNA input runs with their log_2_(Fold-Change) values correlated with a Pearson correlation coefficient *r* = 0.781 (Fig. 4c).

**Fig. 4:**
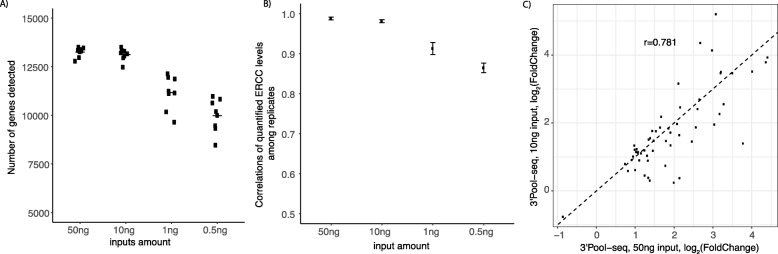
Performance of 3’Pool-seq with low RNA input samples. **a** Number of genes detected (TPM > 1) when different RNA input amounts were used. **b** Correlations of ERCC spike-ins among replicates when different amounts of RNA input were used and ERCC spike-ins were diluted proportionately. **c** Comparisons of log_2_(Fold-Changes) for DE genes (defined as FDR q-value< 0.05, log_2_(Fold-Change) > 1 in the 3’Pool-seq run with 50 ng RNA input) between 10 ng input RNA 3’Pool-seq run and 50 ng input RNA 3’Pool-seq run

### Plate-based 3’Pool-seq

The 3’Pool-seq library preparation protocol was further adapted to a 96-well plate format to enable high-throughput RNA-seq profiling experiments. The 96-well format is ideally suited for the 3’Pool-seq dual indexing scheme where samples from either each column or row can be barcoded using the TruSeq i7 indices and pooled after the reverse transcription step. The Nextera i5 indices can then be used as the pool indices. For example, a row pooling scheme would require 12 TruSeq i7 indices (column indices) and 8 Nextera i5 indices (row indices), and the combination of row and column indices can uniquely identify each sample in the 96-well plate format (Fig. 5a). As a test case, we examined the effect of two PPARγ agonist drugs, troglitazone and pioglitazone, in HepG2 cells at multiple doses and time points. Troglitazone is known to have liver cytotoxicity while pioglitazone has a better safety profile [22]. A total of 80 samples were formatted into 8 rows by 10 columns on a 96 well plate and a row pooling scheme was applied as shown in Fig. 5a.

**Fig. 5:**
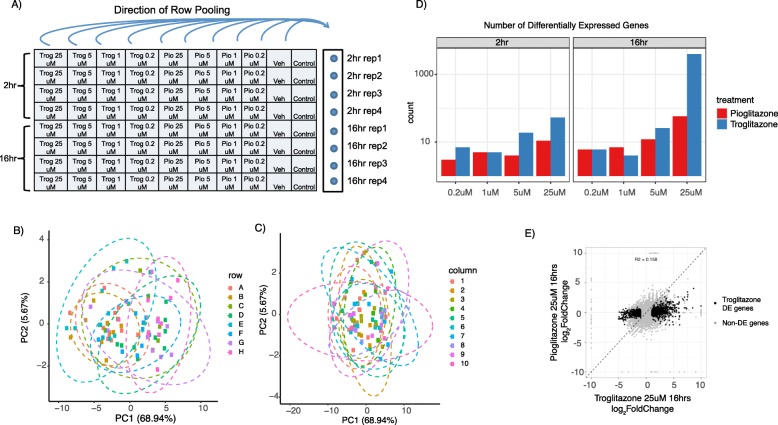
Plate-based format of 3’Pool-seq applied to differentiate gene expression responses between troglitazone and pioglitazone treatments. **a** Layout of plate-based 3’Pool-seq using row pooling scheme. Principal component analysis using ERCC spike-ins is used to assess row effect **b** and column effect **c**. 95% confidence eclipses are shown for each row or column groups. Row effect is observable as indicated by the strong correlation of row groups with PC1 (R^2^ = 0.53), while column effect is not observed (correlation of column groups with PC1 R^2^ = 0.11). **d** Differentially expressed genes identified at different doses and time points for the two PPARγ agonists. Row I.D.s were used in the differential expression analysis to correct for row pooling effect. **e** DE genes identified upon 16 h 25 μM troglitazone treatment showed little differential changes in 16 h 25 μM pioglitazone treatment

While the row- or column-pooling is convenient and minimizes the within-pool technical variability, it is also important to recognize the potential confounds introduced by pooling. For example, in a row pooling scheme, the different TruSeq i7 indexed primers (column indices) might have slightly different concentrations or efficiencies and render a column-based confounding effect. Similarly, experimental variabilities introduced after the row pooling would affect all samples in the same pool and appear as row-based confounding effects. While certain confounding effects can be minimized, for example, by carefully selecting high-quality primers and equalizing primer concentrations, other confounding effects such as those introduced after pooling are harder to avoid. Therefore, additional procedures were incorporated in our experimental and computational analysis workflow to quantify and correct for these potential row- and column-based confounding effects. Equal amounts of ERCC standards were spiked in to all input RNA samples. After library preparation and sequencing, we quantified the ERCC concentrations from sequencing reads, and computationally assessed potential column and row effects through principal component analysis (PCA). Once observed, these column or row effects could be incorporated into the differential gene expression analysis as a covariate to improve DEG calls. Figure 5b shows the PCA analysis of the ERCC spike-ins quantified in our PPARγ test case. The samples from different pools separate clearly along the first principal component (coefficient of determination of rows with PC1 R^2^ = 0.53), indicating a strong row effect. In contrast, no obvious column effect was observed (coefficient of determination of columns with PC1, R^2^ = 0.11, Fig. 5c). After incorporating the row effect into the differential expression analysis as a covariate, a total of 2172 DEGs (absolute log2(Fold-Change) > 1 and FDR q-value< 0.05) were observed at the highest dose (25 μM) 16-h treatment of troglitazone, while only <70 DEGs were found in similar pioglitazone treatments. GO enrichment analysis further confirmed that genes annotated with “regulation of cell death” (GO:0010941) were highly enriched among the DEGs triggered by troglitazone (enrichment *p*-value< 8.7E-15), consistent with the previously reported cytotoxicity [22]. Interestingly, many of these DEGs show little gene expression changes at lower doses and earlier time points (Fig. 5d), illustrating the importance of testing compounds at multiple doses and time points. It is also worth noting that, without correcting the row pooling effect in the differential expression analysis, fewer significantly differentially expressed genes (1707 DEGs) could be identified, further emphasizing the need to utilize ERCCs to assess column and row effects and incorporate them into differential gene expression analysis.

## Conclusions

Gene expression is a highly dynamic process. The effect of genetic regulation or external perturbations on gene expression is highly time- and dose-dependent. While whole transcriptome profiling is a powerful technique that enables genome-wide interrogation of gene expression, current practices are often limited to taking snapshots of the transcriptome at a single condition due to the cost and time required for traditional RNA-seq experiments. Thus, the 3’Pool-seq method presented here provides a cost- and time-effective solution for large-scale RNA-seq studies, enabling thorough interrogation of transcriptome changes at multiple time points and conditions.

The 3’Pool-seq method integrates several technology advancements, leveraging the 3′-barcoding and early pooling strategies commonly used in single-cell RNA-seq studies and template switching and tagmentation techniques for efficient cDNA amplification and fragmentation. The reduced and optimized reaction volumes further save on library preparation reagents. By using standard TruSeq i7 and Nextera i5 indexed primers, the final 3’Pool-seq libraries are fully compatible with standard Illumina sequencing protocols without the need for any custom sequencing reagents. Overall, the 3’Pool-seq library preparation method costs ~$3 per sample and requires only 2–3 h hands-on time (Table 2), significantly reducing the cost and time for library preparation. Furthermore, it was demonstrated that 3’Pool-seq generated high quality libraries with > 80% of reads mappable to the reference genome and a majority (> 66 ± 1.5%) of the uniquely mapped reads located in usable gene feature regions, as well as a very low percentage of reads (< 1.9 ± 0.8%) from rRNA and genomic DNA contamination (Table 1). By using ERCC spike-in standards, it was shown that the 3’Pool-seq method was able to accurately and reproducibly quantify gene expression levels. More importantly, 3’Pool-seq was able to reproduce the differentially expressed genes from the standard TruSeq protocol at a small fraction (5%) of the library preparation cost and one third of the hands-on time. Our down-sampling procedure showed minimally 2 million gene feature aligned reads (~ 4 million raw reads) would capture the majority of the expressed genes, allowing efficient multiplexing of a large number of samples in a single sequencing run.

**Table 2:** Cost, Time, and Qualitative Metrics comparison of 3’Pool-seq and TrusSeq, as well as two additional 3′-end sequencing techniques: Plate-Seq and DRUG-seq. (N/A) indicates that values were not readily accessible in the corresponding article. (*) Represents sequencing costs on a HighSeq platform, while others represent costs on a NextSeq platform

	3’Pool-seq	TruSeq	Plate-Seq	DRUG-seq
Library prep cost per sample	$3	$60	$3	$0.2–1
Sequencing cost per sample	$12	$100	$12*	$2–4*
Overall time for library prep	8–12 h	2–3 days	> 2 days	N/A
Hands-on time	2–3 h	6–8 h	N/A	N/A
Samples per Run	96	12–24	96	384–1536
Major Advantage	No custom equipment or sequencing primers, stringently benchmarked against ERCC and TruSeq.	Best option for detecting low-abundance genes or splice variants.	Oligo-dT Plate-based RNA purification.	Most affordable option, highest throughput, manual alternative is described.
Major Disadvantage	Involves RNA purification step, lowest throughput of three 3′-end techniques described herein.	Most expensive option, low-throughput, technically tedious.	Requires custom liquid dispensing equipment, no detailed benchmarking with ERCC or TruSeq.	Requires custom liquid dispensing equipment, manual protocol not benchmarked.

In accordance with research that compared commercial 3′-end sequencing with full-length RNA-seq [23], we found that full-length sequencing with TruSeq did in fact detect more differentially expressed genes than 3’Pool-seq (Additional file 1: Figure S1.A). 

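At an adjusted p under 0.1 and an absolute log2 fold change above 1.5, the thresholds of Figure S1, edgeR called 55 genes between GFAP-IL6 and WT mice in 2 ng set A, all higher in GFAP-IL6 mice. It called 69 genes in 2 ng set B (68 higher), 57 in 1 ng set A (56 higher) and 63 in 1 ng set B (61 higher). The summed libraries gave 97 genes, 94 of them higher in GFAP-IL6 mice. With DESeq2's test at these thresholds, chosen after seeing the data, 44 genes passed in 2 ng set A, 53 in 2 ng set B, 54 in 1 ng set A, 56 in 1 ng set B and 92 in the summed libraries.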

A deeper analysis reveals that the differentially expressed gene set which is unique to TruSeq has a longer average length than the other sets and is on average expressed at a relatively lower level (Additional file 1: Figure S1.B). This is likely explained by the observation that full-length RNA-seq has a bias towards detecting longer transcripts due to the fact that they contribute more fragments per sequencing run [24]. 

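Gene length was taken as the authors deposited it for each gene. The median length was 2180 nt for the 180 DEGs of the summed libraries and 3149 nt for the other 14441 genes tested. The difference of the medians was -0.53 on the log2 scale (permutation test with 100000 resamples, two-sided p = 1e-05, the smallest p these resamples can give). Against genes matched on mean expression in 20 bins, whose median length averaged 3189 nt, the difference was -0.55 (the same permutation test, two-sided p = 1e-05).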

Not surprisingly, the lengths of the differentially expressed genes detected by 3’Pool-seq do not show a size bias (Additional file 1: Figure S1.B). While previous research has shown a higher correlation of DEG magnitude between 3′-end sequencing and full-length sequencing [23], different methods were used (Lexogen QuantSeq and Kapa Stranded mRNA-Seq, respectively). Further studies would therefore be required to determine how 3’Pool-seq and/or TrueSeq compare to these methods. Additional studies using, for example, different sets of ERCC standards at different concentrations will also be required to simulate differential gene expression in a system with a known ground-state to truly evaluate the false positive and negative hit rate of each method. Regardless, a gene ontology (GO) analysis of the DEGs uncovered by 3’Pool-seq and TruSeq reveals almost identical pathways (Additional file 3: Tables S2 and Additional file 4: Table S3, respectively), further supporting the validity of using 3′-end sequencing to study transcriptomic responses to system perturbations.

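Gene ontology terms are not analysed here. A list of 38 neuroinflammation genes was written before any count was seen, and 33 of them could be tested in the summed libraries. All 33 were higher in GFAP-IL6 mice. With edgeR's p-values adjusted over all genes tested, 19 were DEGs, and with adjustment over the list alone, 22 were. Among the 12 genes of microglia and phagocytes 10 were DEGs, with a median log2 fold change of 1.35. The 9 genes of reactive astrocytes included 5 DEGs and had a median of 2.08. The 10 antigen presentation genes included 4 DEGs and had a median of 0.99. The 2 chemokine and cytokine genes that could be tested included 0 DEGs, with a median of 1.33. Ccl8, Ccl12 and Il6 were DEGs of the summed libraries but were not on the list. Using the DESeq2 Wald test in place of edgeR, 19 and 22 genes were called.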

Another innovation of the 3’Pool-seq method is the support for 96-well plate format for library preparation through row or column-based pooling, and the use of ERCC spike-ins and computational procedures to assess and correct for pooling confounding effects. As shown in the PPARγ test experiment, proper design of the pooling strategy and the correction of row or column-based pooling confounds are critical for differential gene expression analysis. Furthermore, the 96-well plate based 3’Pool-seq library preparation format can easily be adapted for automation.

Several low-cost RNA-seq library preparation techniques have been reported recently, each with their strengths and weaknesses (18,19). To evaluate the performance of any given methodology, it is important to consider its robustness in several different areas. These include ERCC measurement accuracy, DEG detection as compared to TruSeq, throughput, general accessibility, and sequencing metrics such as mapping rate. Without a true head-to-head comparison of different techniques using identical samples, their relative strengths and weaknesses can only be determined by evaluating their performances with the above criteria. Both PLATE-Seq and DRUG-seq were shown to have throughput capabilities that are on par with L1000 [18, 19], while still being able to directly detect the full transcriptome. However, this comes at the cost of using custom sequencing primers, sophisticated equipment, and, in the case of PLATE-Seq, specialized oligo-dT purification plates. Furthermore, these papers do not report performance metrics such as ERCC measurements. An ROC analysis comparing DRUG-seq to TruSeq was performed and it gave an average AUC of 0.73 (19), as compared to the 0.921 value generated in the 3’Pool-seq experiments. The DRUG-seq paper also describes a manual alternative of their protocol that does not require liquid-handling equipment, but it does not discuss its performance in detail [19]. These differences are summarized in Table 2. In this paper we have described the strengths of 3’Pool-seq with regard to accurate ERCC measurements, quality metrics such as mapping rate, and DEG detection that is on par with TruSeq.

With much reduced cost, streamlined experimental procedures, high data quality for gene expression quantification and differential analysis, robust performance with low RNA inputs, and flexible support for plate-based library format, 3’Pool-seq not only provides significant cost and time saving for existing RNA-seq applications but also opens up new opportunities for future large-scale transcriptomics studies.

## Methods

### Animal care and dissection

All procedures were performed in compliance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals under the approval of the Pfizer Cambridge Institutional Animal Care and Use Committee. 3-month-old GFAP-IL6 homozygous or wild-type mice were euthanized by cervical dislocation followed by decapitation. Frontal cortex was dissected and snap-frozen in RNAse-free tubes on dry ice. Total RNA was isolated by Trizol-chloroform extraction.

### HepG2 culture, treatment, and crude RNA preparation

HepG2 cells (ATCC) were cultured in growth media (DMEM supplemented with 1% Penn/Strep, 1% MEM, 1% Glutamax, and 10% Serum) at 37 °C, 5% CO_2_ and 85% relative humidity. For treatments, 10^5^ cells in 1 ml growth media were seeded into 24-well culture dishes and allowed to settle for 6 h. Growth media was then replaced with serum-free media containing the indicated concentrations of troglitazone or pioglitazone (Sigma-Aldrich) and vehicle (DMSO, 0.1% final concentration), and the treated cells were allowed to grow for 2 or 16 h. Cells were then stripped of media, washed once with PBS, and were lysed by the addition of 1 ml Trizol. Total RNA was then isolated by Trizol-chloroform extraction.

### RNA refinement and quantification

RNA from Mouse Brains or HepG2 cells was further refined with an RNeasy Micro kit (Qiagen) using the standard RNA Cleanup protocol, starting with 100 μl of crude RNA obtained above. Refined RNA was then examined with an Agilent TapeStation 4200 (Agilent Technologies, Inc) to ensure that all samples had a RIN value greater than 8.0 and was quantified with a Qubit 3.0 Fluorometer (Life Technologies).

### Reverse transcription, pooling, and exonuclease treatment

All oligo-nucleotides used in this study were sourced from Integrated DNA Technologies, Inc. as PAGE-pure oligos, and the sequences can be found in the Additional file 5 Primer Sequences section.

The indicated amount of RNA was diluted in 5 μl RNAse-free water and plated in 96-well plates. 1 μl Indexed RT Primer (10 μM), 1 μl 10 mM dNTP Mix (New England Biolabs), and 1 μl diluted ERCC Spike-In Mix 1 (0.004 μL stock ERCC per μg RNA, ThermoFisher) was added to RNA. Annealing was initiated by placing the plate in a thermocycler at 72 °C for 3 min, followed by immediate placement on ice.

Next, 10 μl of a Master Mix containing 3.6 μl SuperScript 5x Buffer, 0.25 μl H_2_O, 0.25 μl DTT (100 mM), 2 μl Betaine (5 M), 0.9 μl MgCl_2_ (100 mM), 2.5 μl Template Switching Oligo (10 μM) and 0.5 μl SuperScript II Reverse Transcriptase (ThermoFisher) was added to each sample, and Reverse Transcription was carried out in a thermocycler using the following program: 42 °C for 90 min, 10 cycles of (50 °C for 2 min, 42 °C for 2 min), 70 °C for 15 min, and 4 °C hold.

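An equal share of the counts would give each of the 6 mice 16.7% of its set. Over the 4 sets the share of WT 1 lay between 16.5% and 17.2%, that of WT 2 between 15.7% and 16.5% and that of WT 3 between 6.43% and 7.45%. GFAP-IL6 1 took between 8.34% and 8.53%, GFAP-IL6 2 between 17.9% and 18.9% and GFAP-IL6 3 between 32.9% and 33.8%. The coefficient of variation of a mouse's share over the sets was 7.35% for WT 3 and between 1.16% and 2.64% for the other mice.

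**Figure D3:**
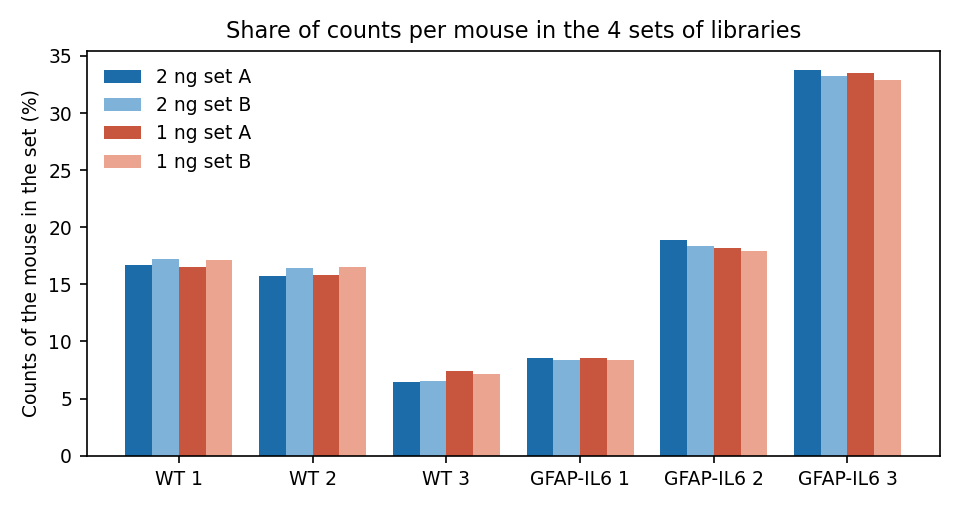
Share of the counts of a set taken by each mouse (vertical axis, percent), each bar 1 library and each color 1 of the 4 sets. GFAP-IL6 3 lies between 32.9% and 33.8% and WT 3 between 6.43% and 7.45%.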

Samples were pooled by mixing an equal volume of each Reverse Transcription reaction into a new well at a total volume of 20 μl. Residual primers were then degraded with the addition of 1 μl Exonuclease I (New England Biolabs) and incubated at 37 °C for 45 min followed by denaturation at 92 °C for 15 min.

Reverse transcription reactions were then cleaned by adding 12 μl of Agencourt XP Beads (Beckman Coulter) to each pool of samples. Manufacturer’s suggestions were followed, and cDNA was eluted with 10 μl Elution Buffer and transferred to a new well.

### cDNA amplification and Tagmentation

To each cDNA pool we added 1.25 μl Enrichment Primer A (20 μM), 1.25 μl Enrichment Primer B (20 μM), and 12.5 μl Kapa HiFi HotStart Ready Mix (Kapa Biosystems). Amplification was then carried out in a thermocycler for the following Touch-Up PCR program: 95 °C for 3 min, 4 cycles of (98 °C for 20 s, 65 °C for 45 s, 72 °C for 3 min), 9 cycles of (98 °C for 20 s, 67 °C for 20 s, 72 °C for 3 min), 72 °C for 5 min, and a 4 °C hold.

PCR reactions were then cleaned by adding 15 μl of Agencourt XP Beads (Beckman Coulter) to each well and mixing. Manufacturer’s suggestions were followed, and cDNA was eluted with 10 μl Elution Buffer and transferred to a new well. Amplified cDNA was then quantified with a Qubit 3.0 Fluorometer (Life Technologies).

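Libraries made with 2 ng and with 1 ng of amplified cDNA were compared within each set, 6 mice with each amount, with genotype in the model. In the paper's protocol, samples are pooled after reverse transcription and the pools are tagmented. The 6 libraries of an amount and set may therefore share a reaction, which the labels do not state. The 6 mice would then not be replicates of the amount, and its effect could not be told apart from variation between reactions. The same limit holds between sets A and B. At an adjusted p under 0.05 and with no threshold on the fold change, edgeR called 2213 of 12225 genes in set A, 1103 of them higher with 2 ng, and 770 of 12169 genes in set B, 319 of them higher with 2 ng. Libraries of the same mouse share deviations from the group mean, with a mean correlation across genes of 0.282 between the 2 ng and 1 ng libraries in set A and 0.324 in set B. With the mouse as a block in the model, 3895 genes were called in set A, 1953 of them higher with 2 ng. In set B 2603 were called, 1295 of them higher with 2 ng. Without the block, 535 genes were called in both sets, 531 of them in the same direction. With it, 1565 were, 1435 of them in the same direction. Between set A and set B, 2567 of 12089 genes were called with 2 ng, 1598 of them higher in set A, and 94 of 12467 genes with 1 ng, 20 of them higher in set A. The block raised these numbers to 4146 and 707, with 2193 and 359 of them higher in set A. The directions were thus closer to balanced with the block than without it. The mean correlation between libraries of the same mouse was 0.166 with 2 ng and 0.158 with 1 ng. Most of the changes were small. The threshold that moved the numbers most, an absolute log2 fold change above 1 with the block, was chosen after seeing the data and left 127 genes between the amounts in set A and 41 in set B, and 59 genes between the sets with 2 ng and 6 with 1 ng.
Gpx4, Tceal5 and Hpca had the smallest adjusted p between the amounts in set A among the genes called in the same direction in both sets. Gpx4 (ENSMUSG00000075706.8, chromosome 10, 80047166 to 80056439) had 164.4 ± 12.8 CPM (SD, n = 6 mice) with 2 ng and 40.1 ± 5.43 CPM with 1 ng in set A, and 92.9 ± 4.98 and 56.6 ± 4.59 CPM in set B. Its log2 fold change was 2.03 in set A (standard error 0.0768, adjusted p = 8.85e-17, edgeR) and 0.73 in set B (adjusted p = 2.18e-07, edgeR). Gpx4 has a near-identical copy, Gpx4-ps2. Tceal5 (ENSMUSG00000054034.8, chromosome X, 136200948 to 136203876) had 109.3 ± 3.08 CPM with 2 ng and 225.1 ± 7.94 CPM with 1 ng in set A, and 150.4 ± 8.92 and 225.1 ± 13.0 CPM in set B. Its log2 fold change was -1.05 in set A (standard error 0.0598, adjusted p = 1.58e-12, edgeR) and -0.57 in set B (adjusted p = 4.93e-07, edgeR). Hpca (ENSMUSG00000028785.10, chromosome 4, 129111570 to 129122036), which Tmem54 overlaps on the other strand, had 329.1 ± 18.1 CPM with 2 ng and 667.8 ± 62.3 CPM with 1 ng in set A, and 440.1 ± 27.7 and 660.4 ± 48.1 CPM in set B. Its log2 fold change was -1.02 in set A (standard error 0.0592, adjusted p = 1.61e-12, edgeR) and -0.57 in set B (adjusted p = 2.18e-07, edgeR). With the mouse as a block the log2 fold changes in sets A and B were 2.03 and 0.73 for Gpx4, -1.05 and -0.58 for Tceal5, and -1.02 and -0.57 for Hpca. Each of the 3 genes moved in the same direction in 6 of 6 mice in each set (exact paired permutation test, two-sided p = 0.03125 each, the smallest p for 6 pairs).

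**Figure D4:**
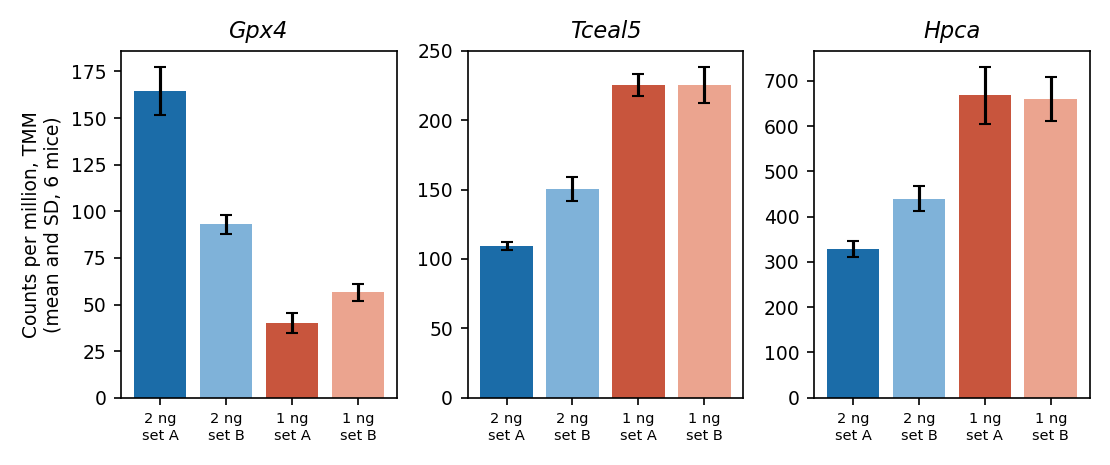
Normalized expression of Gpx4, Tceal5 and Hpca (vertical axis, CPM) in the 4 sets, each bar the mean of 6 mice with its SD. Gpx4 averages 164.4 CPM with 2 ng and 40.1 CPM with 1 ng in set A.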

Pools of amplified cDNA were then subjected to Tagmentation via Nextera XT DNA Library Preparation (Illumina, Inc.) according to the manufacturer’s protocol with the following modifications: cDNA is diluted to 0.4 ng/μl. Next, we used a Tagmentation time of 3 min as opposed to the recommended 5 min. We also used our own Indexed Nextera i5 Primers (2 μM) and Enrichment Primer A (2 μM) in the PCR step. Lastly, all the volumes were cut down by 5-fold universally in order to maximize the number of reactions per kit.

### NGS library evaluation and loading

NGS library pools that were generated from the Nextera XT procedure were examined qualitatively in an Agilent TapeStation 4200 (Agilent Technologies) to determine average library lengths, and quantitatively in a Qubit 3.0 Fluorometer (Life Technologies). NGS library molarity was then calculated using 660 g/mol per base-pair as a molecular weight.

NGS libraries were then diluted to 4 nM, mixed in equal volumes to create a superpool, and prepared for sequencing in the NextSeq 500 (Illumina) according to manufacturer’s suggestions. Single-end sequencing reactions were performed with a 75-cycle High V2 kit (Illumina) and the following settings: Read 1: 70 bases, Index 1: 6 bases, Index 2: 8 bases.

### Bioinformatic analysis

3’Pool-seq data can be processed with standard RNA-seq pipelines with simple modifications. After standard sample de-multiplexing (bcl2fastq), an extra step was added to trim off polyA sequences (minimal length of 12 nucleotides) located towards the 3′-end of the reads (after 25th position), as sequencing reads from shorter fragments could extend into the polyA tails of mRNA transcripts. We found this trimming step often improves the alignment rate of reads. Trimmed reads were aligned to a reference genome (mm10 for mouse and hg19 for human) using STAR aligner (version 2.4, [25]) with the following parameters (−-alignSJDBoverhangMin 1 --outFilterMismatchNoverLmax 0.1 --alignIntronMax 1,000,000). The same STAR aligner parameters were also used for aligning reads from TruSeq samples. Reads aligned to annotated gene features (GENCODE vM6 for mouse and GENCODE v19 for human) were counted using featureCounts (version 1.6.3, [26]).

Mapping quality metrics were collected using PICARD (https://broadinstitute.github.io/picard/). Since 3’Pool-seq sequences only the 3′-end of mRNA transcripts, no gene length normalization was applied to read counts when calculating Transcripts Per Million (TPM) values. Differential gene expression analysis was carried out using the DESeq2 package in R [27]. For the plate-based 3’Pool-seq study of troglitazone and pioglitazone treated samples, row number (i.e. pool id) was included in the DESeq2 differential analysis as a categorical covariate to adjust for the observed row effect.

Principal component analysis, ROC analysis, and other custom statistical analyses were carried out using R software (version 3.1). Gene Ontology functional enrichment analysis of troglitazone induced gene expression changes were performed using Panther [28].

## Supplementary information

**Additional file 1: Figure S1.** A Comparison of DEGs detected by TruSeq and 3’Pool-Seq. A) Venn Diagram depicting the DEGs that are detected by TruSeq, and/or 3’Pool-Seq at the indicated cutoffs. B) A histogram showing Mean TPM, transcript length, and absolute log_2_(Fold-Change) distributions of DEGs detected by TruSeq and/or 3’Pool-seq.

**Additional file 2: Table S1.** A per-sample overview of sequencing metric details that were used to construct Table 1 of the main manuscript.

**Additional file 3: Table S2.** A Gene Ontology analysis of the pathways ranked by *p*-value represented by the DEGs detected by 3’Pool-seq in the Wild-Type vs. GFAP-IL6 mouse model.

**Additional file 4: Table S3.** A Gene Ontology analysis of the pathways ranked by p-value represented by the DEGs detected by TruSeq in the Wild-Type vs. GFAP-IL6 mouse model.

**Additional file 5.** Supplemental Material Primer Sequences. A list of all oligo-nucleotides employed in this study, using sequence conventions as outlined by IDT, Inc.

## Data Availability

Transcriptional fastq files have been deposited in the GEO repository under accession number GSE125571. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE125571

## Abbreviations

WT: Wild-Type
DEGs: Differentially Expressed Genes
GO: Gene Ontology
NGS: Next Generation Sequencing
RNA-seq: RNA sequencing
ROC: Receiver Operating Characteristics
TPM: Transcripts Per Million
UTR: Untranslated Regions

# Supplementary material for: 3’Pool-seq: an optimized cost-efficient and scalable method of whole-transcriptome gene expression profiling
**Source:** BMC Genomics. 2020 Jan 20;21:64. doi: 10.1186/s12864-020-6478-3
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. A Comparison of DEGs detected by TruSeq and 3’Pool-Seq. A) Venn Diagram depicting the DEGs that are detected by TruSeq, and/or 3’Pool-Seq at the indicated cutoffs. B) A histogram showing Mean TPM, transcript length, and absolute log2(Fold-Change) distributions of DEGs detected by TruSeq and/or 3’Pool-seq.

## Slide 1
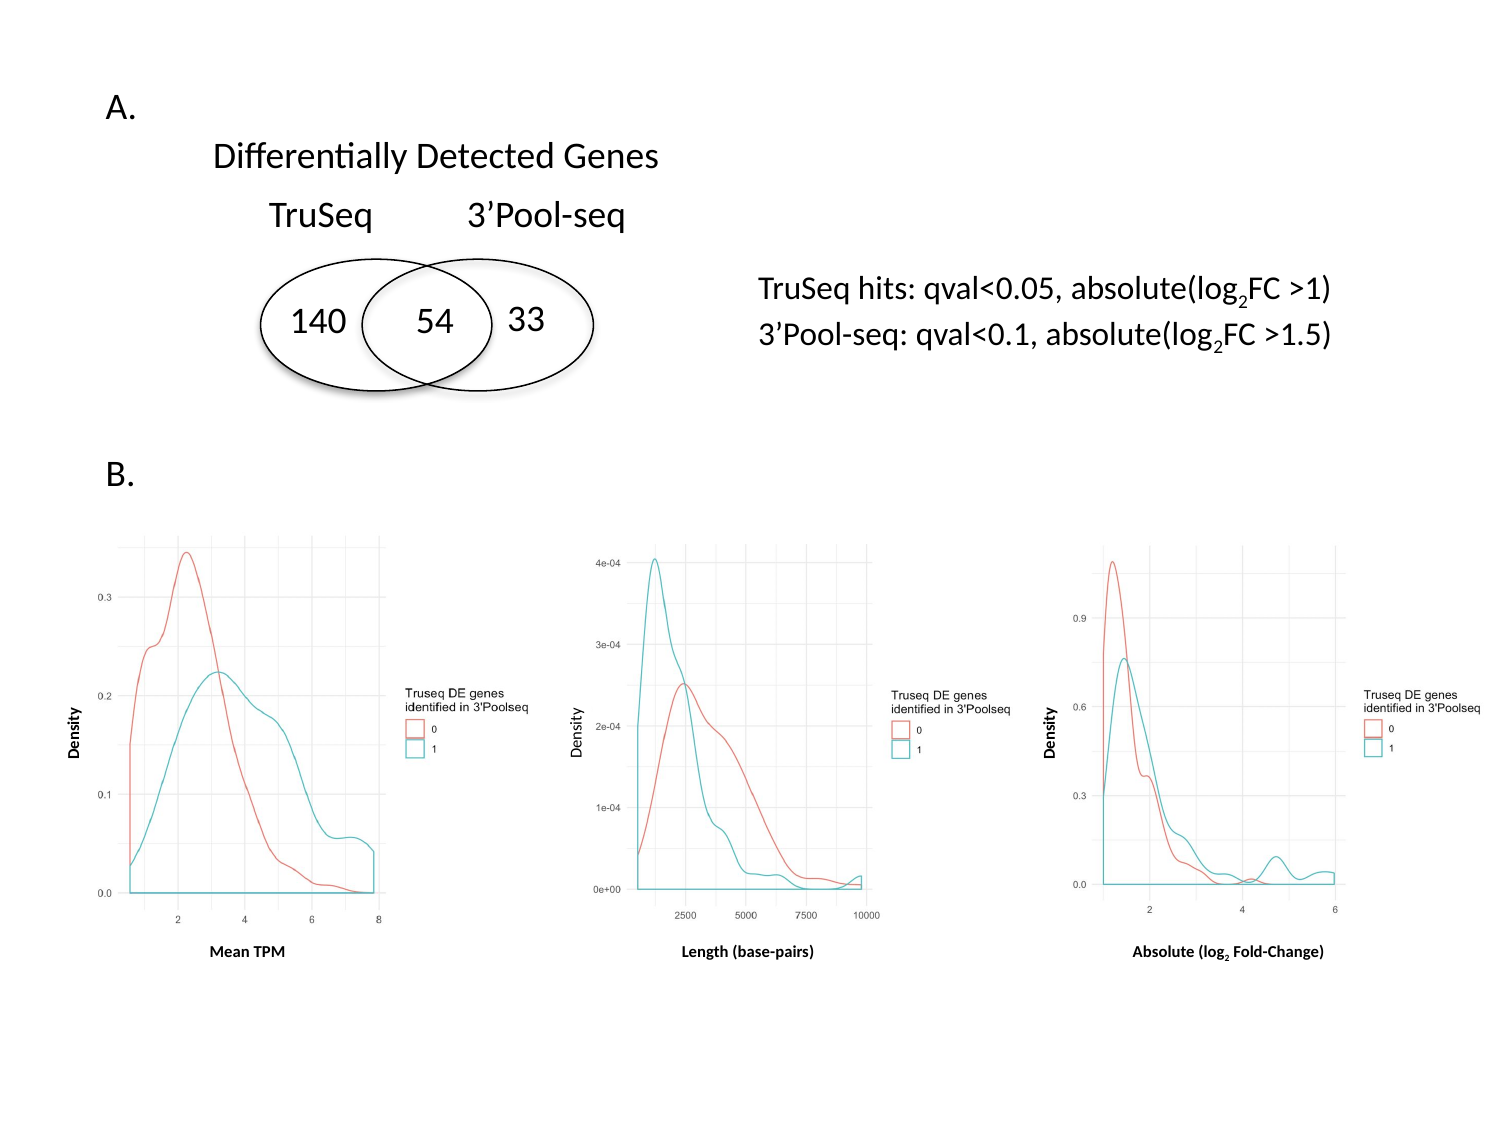

A.
Differentially Detected Genes
TruSeq
3’Pool-seq
TruSeq hits: qval<0.05, absolute(log2FC >1)
3’Pool-seq: qval<0.1, absolute(log2FC >1.5)
33
54
140
B.
Density
Density
Density
Mean TPM
Length (base-pairs)
Absolute (log2 Fold-Change)

How the deposited data were processed for this re-analysis (not part of the article)

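The samples were 24 3'Pool-seq libraries of frontal cortex RNA from 3 WT and 3 GFAP-IL6 mice, 3 months old. Each mouse gave 4 libraries, 1 with 2 ng and 1 with 1 ng of amplified cDNA in the tagmentation reaction in each of sets A and B. The authors trimmed polyA stretches from the reads, aligned them to mm10 with STAR 2.4, and counted uniquely aligned reads on the genes of GENCODE vM6 with featureCounts 1.6.3. The authors deposited raw counts per gene and library for 33000 genes, with the length of each gene, and applied no normalization. Of these genes 20629 had at least 1 count in any library, and 84 gene symbols occur more than once, so genes were joined by their Ensembl identifier. Positions, exons and 3' UTRs were taken from GENCODE vM21 on the same genome build, which holds a record for 32593 of the 33000 genes (98.8%).

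The conditions of all 24 libraries were taken from their labels, and the mouse was the replicate in each comparison. The 6 libraries of an amount and set may share a tagmentation reaction. The p-values between amounts or sets thus do not cover variation between reactions. Genotypes were compared with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test after TMM normalization and filterByExpr, in each of the 4 sets and after summing the 4 libraries of each mouse. A gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. The thresholds of Figure S1, 0.1 and 1.5, were also used. For the contrasts between 2 ng and 1 ng and between sets A and B, genotype was in the model, no threshold was set on the fold change, and the mouse was added as a block in a further model. Numbers of genes detected and shares of counts were compared between cDNA amounts by exact paired permutation tests over the 64 sign flips of 6 mice, two-sided. The tests on shares of counts were chosen after the shares were seen. The 3 WT and 3 GFAP-IL6 mice were compared for single genes by exact permutation tests, two-sided, which cannot give a p under 0.1. Gene lengths were compared by a permutation test with 100000 resamples, and with genes matched on expression by 100000 random draws of such genes. Shares of single libraries have 95% Wilson intervals. Reads from PCR without molecular identifiers are not independent molecules, so these intervals, and the floor of 3 counts used for low counts, cover counting error only.

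CPM in correlations and in numbers of genes detected were scaled to the library total, with a pseudocount of 1 on the log2 scale, and those of named genes also by TMM. Down-sampling drew counts without replacement with a fixed seed. Genes listed as rRNA (354) and mitochondrial rRNA (2) were those the deposited table marks as such. The rank of one set's p-values was used to recover the DEGs of another set, with the area under the curve as the measure. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for these steps. Near-identical copies were found with minimap2 2.31-r1302 as alignments of the last 300 nt of a gene to another gene over at least 100 nt with at least 97% identity. Tissue markers were compared with 10000 random lists of genes drawn from 20 expression bins.

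The genes named were fixed by a rule. It took Apoe, Il6 and Gfap, the 6 genes with the largest absolute log2 fold change among the DEGs of the summed libraries that were DEGs with the same sign in each of the 4 sets, and the 3 genes with the smallest adjusted p between cDNA amounts in set A that were called with the same sign in set B. Other genes are named only where their values set a sample apart. The paper's methods name DESeq2 for differential expression without its version or filter, and edgeR was kept as the main test as chosen at the start. The alternatives tried were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors, no filter on low counts, at least 10 counts in every library, other thresholds, a block of same-numbered mice, leaving out each mouse, and equal totals by down-sampling. All 24 libraries were also fitted together with limma 3.58.1, by voom with the mouse as a random block.

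Reads counted per library ranged from 1524165 to 12256374, so in the shallowest library more than 1 CPM means at least 2 counts. The tests were checked on simulated data with the depths and spread of these libraries. All simulated changes were above an absolute log2 fold change of 1, and genes with low counts were given none. Each library was drawn independently, so libraries of a mouse or pool shared no deviations. The recovery of smaller changes, and false calls when libraries share deviations, were thus not checked. For 3 mice against 3, edgeR recovered 97.5% of 200 changed genes with 1.52% false calls, and DESeq2 recovered 94.5% with 0.526% false calls. For 2 ng against 1 ng over 6 mice, 100% of 199 changed genes were recovered, with 2.93% false calls without the mouse block and 4.33% with it.

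The TruSeq libraries, the titration of RNA input, the 96-well experiment and the ERCC spike-ins are not analysed here, since no counts for them are in the table. Alignment rates, read positions along genes and gene ontology terms are not analysed here either, since they need reads or term annotations.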

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

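The tests of near-identical copies in the contrasts between cDNA amounts and between sets, of choroid plexus markers for Ttr, and of a few genes for the lincRNA share were set before their results were seen, and all other tests in this part were chosen only after the result was seen. Totals, numbers of genes detected, shares of counts and correlations were examined in 24 groups of 6 mice for a mouse set apart from the others, by the gap to its nearest neighbour relative to the range (Dixon's test, 95%). In 5 of the 24 groups there was such a mouse, and chance gives 1.2 of 24. The 4 groups of the lincRNA share hold the same mice, so they do not count as independent.

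GFAP-IL6 1 was set apart from the other 5 mice by a higher share of counts on lincRNA genes in each of the 4 sets. Its share was 4.42% in 2 ng set A (95% Wilson interval 4.39% to 4.45%), 4.90% in 2 ng set B (4.87% to 4.93%), 4.88% in 1 ng set A (4.86% to 4.91%) and 4.96% in 1 ng set B (4.93% to 4.98%). Over the summed libraries it was 4.81%, and the other mice had between 3.12% and 3.63%. Malat1 carried 60.2% of the excess, with 2.59% of the counts against 1.25% to 1.99% in the other mice, and Yam1 carried 36.9%. Malat1 and Yam1 were singled out after their values were seen. The excess may thus be one of a few abundant genes. A step in the preparation of 1 library goes against the data, since the lowest of the 4 libraries was still 1.18 times the highest library of any other mouse. The other GFAP-IL6 mice did not share the excess, and no biological explanation was tested.

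WT 3 was set apart by its share of counts on rRNA genes in 2 ng set B, 0.00570% (87 counts, 95% Wilson interval 0.00462% to 0.00703%), where the next library had 0.00353%. The lower end of the interval was 1.31 times that next share, so counting error goes against the data. WT 3 also had the highest share of its set in the other 3 sets, with 0.00295% in 2 ng set A, 0.0106% in 1 ng set A and 0.00950% in 1 ng set B, and the smallest total in each. Other technical explanations for this mouse were not tested, and no biological explanation was tested.

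The paper's text names no genes that differ between cDNA amounts, and the labels do not say whether its pair of library preparations is sets A and B. Between 2 ng and 1 ng, 2213 genes were called in set A and 770 in set B. Between sets A and B, 2567 genes were called with 2 ng and 94 with 1 ng. In each of the 4 contrasts 1 of the 32 splits that part the libraries of every mouse gave as many genes, which was the real one. The other splits gave at most 212, 16, 393 and 4 genes, in the same order. The splits exchange labels within mice. They thus cannot tell an effect of amount or set from a difference between reactions shared by all libraries of an arm. The share of the genes called with the mouse block that were also called with every library thinned to equal totals was 63.6%, 50.4%, 66.6% and 37.9%, and 2615, 1405, 2899 and 290 genes were called at equal totals. No difference in depth is left at equal totals, so depth is not the only explanation for the calls that remain. Thinning also lowers the number of counts, so how far depth contributes to the calls that were lost cannot be told. Without the genes of chromosome M, 99.4%, 97.46%, 97.9% and 94.2% of the genes were called again, so the calls do not rest on that chromosome. Its removal hardly changed the number of calls. The 10 genes with the most counts took between 12.27% and 16.39% of each library, which argues against a few genes taking most of the counts. Other genes with many counts were not taken out, so a smaller effect of them was not tested. Spearman's rho of the log2 fold change with gene length across genes was -0.0422, -0.112, 0.0814 and 0.0521. By limits set after the calls were seen, a size under 0.1 goes against a length effect and a size of 0.3 or more fits one. The contrast between amounts in set B lies just over the lower limit and the others lie under it. Of the genes called with the block, 3.78%, 4.5%, 2.42% and 3.54% have a near-identical copy, where 1.74% to 1.76% of all tested genes do, so copies account for few of the calls. Spearman's rho with the GC content of the 3' end was -0.194, 0.119, -0.395 and -0.270, in the same order. By the same limits the contrast between the sets with 2 ng fits a GC effect, and the others lie between the limits. A GC effect is thus not excluded for any of the 4 contrasts. The same mice are in both arms of each contrast, so no biological explanation was tested.

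The effect of the cDNA amount differed between sets A and B by an interaction term in 1450 of 12758 genes at an adjusted p under 0.05 in edgeR. At an unadjusted p under 0.05 there were 2836, where chance gives 637.9. Of the 32 splits 1 gave as many genes, the real one, and the next gave 24. These splits also cannot set variation between reactions apart from an interaction of amount and set. At equal totals 760 of 10886 genes were called, a number 52.4% as large, so depth goes against the data as the only explanation. Of the called genes 3.73% have a near-identical copy. Spearman's rho of the interaction's log2 fold change across genes was -0.281 with the GC content of the 3' end and 0.0530 with gene length. By the limits given above, the value for length goes against a length effect. The value for GC content lies between the limits, so a GC effect is not excluded. The labels do not say what separates the sets, and no biological explanation was tested.

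Ttr, a gene the paper does not discuss, was singled out after its values were seen. It reached 4014 CPM after TMM scaling in WT 3 over the summed libraries, against 74.5 to 739.6 CPM in the other mice. Before TMM scaling its share of all counts of WT 3 was 0.392% (95% Wilson interval 0.387% to 0.396%, 30767 counts). Ttr has 0 near-identical copies at the threshold used. The lowest library of WT 3 was 4.82 times the highest library of any other mouse, which goes against a step in the preparation of 1 library. Of 12 choroid plexus markers listed beforehand, 9 could be measured, and their median deviation in WT 3 was 1.40 on the log2 scale, at percentile 100 of 10000 random lists. Choroid plexus tissue in the dissected sample is a candidate explanation, and the excess cannot be told apart from it. The deviations are centred on the mean of the 6 mice, which lowers the other mice. Genotype offers no explanation for 1 WT mouse, and no biological explanation was tested.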

How the results depend on the processing

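The alternatives were set before the data were examined, apart from those said here to have been chosen after seeing the data. The alternatives for ERCC spike-ins were not run, since the table lists no ERCC transcripts. For the named genes, all 717 alternative values of 47 log2 fold changes kept their direction and their side of the threshold. Among the results that answer a comparison, 140 alternative values stayed within the spread between replicates, within 1.5 times the count, or on the same side of the test's threshold. Another 70 moved further, 2 passed the threshold that the reported value did not pass, and 3 reversed. Apart from library depth in the numbers of genes detected, the cause was not tested for any change in this part.

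For DEGs between genotypes in 2 ng set A, 2 ng set B, 1 ng set A, 1 ng set B and the summed libraries, the reported numbers are 83, 91, 96, 98 and 180. With each mouse left out in turn they ranged from 46 to 102, 45 to 114, 52 to 115, 45 to 113 and 106 to 201. With the adjusted p alone as the threshold, 2 ng set A had 125. At an adjusted p under 0.1 and an absolute log2 fold change above 1.5 there were 55 in 2 ng set A, 57 in 1 ng set A, 63 in 1 ng set B and 97 in the sum. At least 10 counts in every library left 40, 39 and 53 in the first 3 sets. With every library down-sampled to the smallest total, the 4 sets had 53, 51, 53 and 50, all below the numbers at full depth. The DESeq2 Wald test with the thresholds of Figure S1, chosen after seeing the data, gave 44, 53, 54, 56 and 92, and with no filter on low counts as well 42, 46, 58, 48 and 97. A block of same-numbered mice gave 59 in 2 ng set B, and 72, 86, 71 and 149 in the other comparisons. Same-numbered mice are different animals, and the mean correlation of their deviations across genes lay between -0.0491 and 0.000466.

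For the contrasts, the mouse block gave 3895 genes between amounts in set A, 2603 in set B, 4146 between sets with 2 ng and 707 with 1 ng. The following choices with the block were made after seeing the data. Without chromosome M the numbers were 3875, 2570, 4194 and 667. At equal totals there were 1405 in set B and 290 between the sets with 1 ng. With an absolute log2 fold change above 0.58 there were 726, 267, 762 and 47, and above 1 there were 127, 41, 59 and 6. Without the block, equal totals gave 500 genes between amounts in set B and 56 between sets with 1 ng, where DESeq2 gave 163. Leaving out each mouse gave 485 to 811 genes between amounts in set B and 45 to 104 between sets with 1 ng. The interaction between amount and set, at equal totals, fell to 760 genes, an alternative chosen after seeing the data.

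The mean difference in genes detected between 2 ng and 1 ng reversed to -269 in set A and -726.3 in set B with at least 5 counts as the definition (fewer genes at 2 ng in 6 of 6 mice in each set, exact paired permutation test, two-sided p = 0.03125 each), and to -29.2 in set B with more than 4 CPM. The 2 ng library had the smaller total in every mouse of each set, so a cutoff in counts favours the 1 ng library by depth. At equal totals the mean difference was 54.7 in set A and 62.7 in set B, with more genes in 6 of 6 mice in each set (exact paired permutation test, two-sided p = 0.03125 each, the smallest p for 6 pairs). With more than 4 CPM the 4 sets had 11168.7, 11101.7, 11117.7 and 11130.8 genes per library. With at least 5 counts, 2 ng sets A and B had 13137 and 13098.3 genes and 1 ng set B had 13824.7.

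The correlation between sets A and B was 0.967 with a pseudocount of 0.1, 0.979 on genes with more than 1 CPM in both libraries and 0.976 at equal totals. The correlation of log2 fold changes was 0.561 with 2 ng and 0.531 with 1 ng over all tested genes. The mean area under the curve was 0.926 with the thresholds of Figure S1, and 0.989 on the genes tested in both sets, an alternative chosen after seeing the data.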

Differences from the paper's values

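The alternatives in this part were set before the data were examined, each as a change of a single choice, and those chosen only after seeing the values are said to be so where they are given. The paper's text gives 2% of reads on rRNA, and the share of counts on genes listed as rRNA in 2 ng set A was 0.00227%. No alternative was set for this share. Table 1 of the paper labels its row as a percent in units of 1e-05 and gives 2 ± 0.4 (the paper's error). In these units as labelled the share found is 226.8, and as a fraction of the counts in place of a percent it is 2.27. The paper's own rRNA counts over its uniquely aligned reads, both from Table S1, give a fraction of 1.91 ± 0.412 in units of 1e-05 (SD, n = 6 mice). The row of Table 1 thus fits a fraction and not a percent, and the counts of Table S1 do not give 2% of reads on rRNA. Reads that did not align uniquely are not in these counts, so the rRNA share of all reads was not measured.

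Figure S1 of the paper gives 87 DEGs of 3'Pool-seq at an adjusted p under 0.1 and an absolute log2 fold change above 1.5, and 55 were found in 2 ng set A and 57 in 1 ng set A. For 2 ng set A the alternatives within 1.5 times the paper's number were no filter on low counts (75), leaving out WT 3 (59) and leaving out GFAP-IL6 1 (74). The others were not, which were DESeq2's size factors (54), at least 10 counts in every library (15), a block of same-numbered mice (48), equal totals (32), and leaving out WT 1 (55), WT 2 (52), GFAP-IL6 2 (45) or GFAP-IL6 3 (32). For 1 ng set A those within 1.5 times were no filter on low counts (79) and leaving out WT 1 (61), WT 2 (63), WT 3 (71) or GFAP-IL6 1 (77). Those that were not were DESeq2's size factors (57), at least 10 counts (14), the block (55), equal totals (35), and leaving out GFAP-IL6 2 (54) or GFAP-IL6 3 (37). In the other comparisons 69 were found in 2 ng set B, 63 in 1 ng set B and 97 in the summed libraries, all within 1.5 times the paper's number. In 2 ng set B and 1 ng set B, in this order, some alternatives were not within 1.5 times it, which were at least 10 counts (18 and 26), the block (47 and 42), equal totals (32 and 36), and leaving out WT 1 (57 and 57), WT 2 (57 and 52), GFAP-IL6 2 (55 and 47) or GFAP-IL6 3 (36 and 30). Those within 1.5 times it were DESeq2's size factors (69 and 63), no filter on low counts (89 and 90), and leaving out WT 3 (66 and 63) or GFAP-IL6 1 (78 and 76). DESeq2 is the package the paper's methods name, and its Wald test at these thresholds, a combination chosen after seeing the values, gave 44 in 2 ng set A, 53 in 2 ng set B, 54 in 1 ng set A and 56 in 1 ng set B, none within 1.5 times the paper's number, and 92 in the summed libraries, which is. The paper's number was passed in 2 ng set B with no filter on low counts (89) and in 1 ng set B with the same setting (90), and it was reached in the summed libraries without GFAP-IL6 2 (87). The summed libraries also passed it with no filter on low counts (130), DESeq2's size factors (97), and without WT 1 (96), WT 2 (88), WT 3 (106) or GFAP-IL6 1 (122), but not without GFAP-IL6 3 (56), with the block (77), with at least 10 counts (47) or with limma-voom (59). With the DESeq2 Wald test and no filter on low counts, a combination chosen after seeing the values, the sum had 97.

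The paper shows about 13000 genes in Fig. 2e (read by eye) at a threshold of 16 and the highest depth, and 7512.5 were found with more than 16 CPM at 10000000 counts. With each library thinned on its own, only 1 library, GFAP-IL6 3 in 1 ng set B, reached this depth. It had 7601 genes, so this alternative did not close the gap in that library. With the threshold taken as at least 16 counts, a setting chosen after seeing the values, the number was 12916. Other points of Fig. 2e (read by eye) were less than 1.5 times apart. The same setting, chosen after seeing the values, gave 14085 genes with at least 8 counts where the paper shows about 14000 at the highest depth. At 2000000 counts it gave 11283.8 where the paper shows about 11000. With at least 1 count it gave 17475.8 at the highest depth, where the paper shows about 16000 and more than 1 CPM gave 13548.5. At 2000000 counts it gave 15415.2, further from the paper's number of about 14000 than the 13256.8 with more than 1 CPM.

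The paper states that the genes found by 3'Pool-seq show no size bias, and the median length of the 180 DEGs of the summed libraries was 2180 nt against 3149 nt for the other genes tested (permutation test, two-sided p = 1e-05, the smallest the resamples can give). Matching on expression gave a difference of -0.55 on the log2 scale. Figure S1.B of the paper shows the lengths of sets of DEGs beside each other, whereas here DEGs were set against the other genes tested. The paper states that fewer genes are detected at lower depth, with a rapid fall at the lowest depths, and with more than 1 CPM there were 13280.2 genes at 500000 counts and 12880.2 at 1000000 counts. With any count as the threshold the numbers fell at each step, to 76.0% of the number at 10000000 counts at the depth of 500000.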

Other observations

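The tests of striatum and olfactory bulb markers were set before their results were seen, and all other tests in this part were chosen only after the result was seen. Of the 10 splits of 6 mice into groups of 3, 4 part the same-numbered mice as the genotypes do. In each of the 4 sets and in the summed libraries, 1 of these 4 splits gave as many DEGs, which was the real one. The other 3 gave 0 or 1 gene, and the 6 splits that part a single pair also gave 0 or 1. With 10 splits the share cannot go under 0.1 whatever the data, so this comparison by its design could not exclude a chance difference between the groups of mice.

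The genotype effect did not differ detectably between the libraries. With the mouse in the model, an interaction between genotype and the 4 sets was called in 0 of 12758 genes, with 506 at an unadjusted p under 0.05, where chance gives 637.9 (smallest adjusted p 0.907 in edgeR). An interaction between genotype and cDNA amount was called in 0 genes, with 366 at an unadjusted p under 0.05 (smallest adjusted p 0.730 in edgeR). In a principal component analysis of all 24 libraries, the first component held 15.1% of the variance, of which the mouse accounted for a share of 0.971 and genotype for 0.705. The second component held 13.3%, of which the set accounted for 0.936 and the cDNA amount for 0.502.

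The summed libraries gave 180 DEGs and the single sets between 83 and 98. When the sums were thinned to the totals of 2 ng set A, 122 DEGs were left. This is more than the 83 of that set, so library depth does not account for the whole gain from summing. How much of the gain is due to depth was not settled by this test.

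Libraries of the same mouse deviated together from the mean of their set and genotype more within a set than between sets. The mean correlation of these deviations across genes was 0.304 for the 2 ng and 1 ng libraries of a mouse in the same set, and 0.170 both for libraries with the same amount in different sets and for those with a different amount and set. The difference between the first and the second was 0.134, positive in 6 of 6 mice (exact paired permutation test, two-sided p = 0.03125, the smallest p for 6 pairs). At equal totals it was 0.0755, positive in 6 of 6 mice (the same exact test, two-sided p = 0.03125), which goes against library depth as the only explanation. A candidate explanation is that sets A and B are separate rounds of reverse transcription and pooling, with the 2 ng and 1 ng libraries of a set made from the same amplified cDNA. The labels do not state this, and no biological explanation was tested.

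Marker genes of tissues next to the cortex were compared between mice as the median deviation from the mean of 6 mice, against random lists of genes with the same expression, in 18 comparisons of 3 lists with 6 mice. For striatum, with 7 of 9 listed markers measured, 3 of 6 mice lay outside the middle 95% of random lists. WT 2 had a deviation of 0.54 on the log2 scale, at percentile 100, while WT 1 and WT 3 were at percentiles 0.03 and 0.01. For olfactory bulb, with 5 of 8 markers measured, 0 of 6 mice lay outside. The amount of striatum in the dissected tissue may therefore differ between mice, while no such difference was detectable for olfactory bulb. Each deviation is relative to the other mice, so a high value in 1 mouse lowers the others.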
